A study of Mus musculus with 9 samples. Its data were reported in "IRF4 deficiency vulnerates B-cell progeny for leukemogenesis via somatically acquired Jak3 mutations conferring IL-7 hypersensitivity" (2022).

How the data were processed

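RNA was sequenced from 9 mouse libraries whose labels all give the genotype Irf4−/−. T11, a cell line grown from a B cell precursor acute lymphoblastic leukemia of such an animal, had been transduced with a retrovirus coding for IRF4 (IRF4-RV) or with the empty vector (EV-RV). The remaining libraries came from primary leukemia in lymph node tissue (tumors 10, 11 and 14) and from bone marrow (BM) pro/preB cells sorted as B220 positive and negative for membrane IgM. Groups and replicate numbers were taken from the labels: 2 T11 EV-RV, 2 T11 IRF4-RV, 2 BM pro/preB and 3 primary leukemia libraries.

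The authors extracted RNA with Trizol, prepared libraries with a NEBNext Ultra kit and sequenced them on an Illumina HiSeq instrument. Reads were aligned to GRCm38 with STAR 2.4.0j, and the authors deposited raw counts per gene made with featureCounts and Ensembl release 76. Neither the strand setting nor the handling of reads with several matches was stated. Reads of near-identical copies can therefore be lost or split, and counts of genes that overlap a gene on the opposite strand are uncertain. The table held 41388 genes and no summary line. Symbols and coordinates were taken from GENCODE mouse release M21 on the same build. 40340 gene identifiers matched, and the 1048 that did not held at most 0.266% of the counts of any library.

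Libraries held 9125103 to 14842849 counts. PCR duplicates had no molecular identifiers, so the intervals and floors given cover counting error only. A group whose libraries all had 3 counts or fewer for a gene was treated as lying at a floor of 3 counts, and a fold against it was written as a lower bound.

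Each comparison was fitted on its own groups with DESeq2 1.42.0 in R 4.3.3: size factors by median of ratios, Wald test, Benjamini-Hochberg adjusted p under 0.1, DESeq2's own filter on low counts, and log2 fold changes that were not shrunken. DESeq2 with this threshold was chosen because it was the test in the study's methods. The edgeR 4.0.16 quasi-likelihood test with TMM normalization was the main alternative. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, two-sided, adjusted over 5 lists and both comparisons. The lists held interferon response, apoptosis, proliferation, STAT5 target and preB differentiation genes and were written by hand before the data were examined, as were the tests, the rule for naming genes and the alternatives. Share differences were compared with two-sided exact permutation tests, and shares of single libraries were given with Wilson 95% intervals. Similarity was measured as Pearson correlation of log2(CPM + 1), where CPM are counts scaled to equal library totals, and by principal components of variance stabilized counts of 500 genes.

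Genes were named by rule: the genes the study discusses for a comparison, the 5 largest rises and the 5 largest falls with an adjusted p under 0.1, a mean normalized count of at least 100 and no overlap between the groups' libraries, and up to 5 members of each list whose test passed. Immunoglobulin and T cell receptor segments, ribosomal, mitochondrial and provisional symbols were left out of the ranking. Some genes that the rule covers are not reported here.

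The DESeq2 and edgeR models were tested on simulated data drawn from the means and depths of these libraries with 200 genes changed 4-fold, and camera and fry on 1 changed list, which each recovered. DESeq2 recovered 99.5% of them in the T11 design and 100% in the leukemia design, and edgeR recovered 100% in both. Calls on unchanged genes made up 6.57% and 9.91% of the DESeq2 calls, and 11.5% and 13.4% with one model over all 9 libraries. The test against a 2-fold change recovered 78.5% and 86.5%. All draws used the same fixed spread between replicates for every gene and for both comparisons, and changed no gene with low counts. The changed list held only genes raised 4-fold. Real genes differ in spread, and the leukemias spread more than the T11 replicates, so these rates may not hold for the real comparisons. Alternatives covered another test, another normalization, a low-count filter, stricter thresholds, one model over all 9 libraries, removal of 468 immunoglobulin and T cell receptor genes, a replicate block for the T11 groups, and leaving out each library. Subtracting an estimated background was added after the data had been seen, as were some of the alternatives for the study genes. No library was left out of the main results.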

Results

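The series measured gene expression by RNA sequencing in 9 libraries from Irf4−/− mice. T11 leukemia cells carried either the empty vector (EV-RV, n = 2) or IRF4 (IRF4-RV, n = 2), and primary leukemia (n = 3) stood beside sorted BM pro/preB cells (n = 2). The T11 EV-RV libraries held 11429498 and 13506603 counts and the T11 IRF4-RV libraries 9125103 and 12131405. The BM pro/preB libraries held 14842849 and 12525291 counts, and leukemias 10, 11 and 14 held 13292841, 11954986 and 12449685. No gene took more than 1.53% of a library's counts. Between 17064 and 19973 genes were detected in 8 of the libraries, whereas T11 IRF4-RV replicate 1 had counts on 26372 genes despite the lowest total. Both BM pro/preB libraries differed by more than sampling noise (chi-square per degree of freedom 2.66 over 12898 genes) and were kept as 2 samples. They were closer to each other than the T11 pairs, for which this ratio was 9.76 and 9.28, and the leukemias, for which it was 65.5 or more.

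Irf4, the gene that was knocked out and re-introduced, was examined first (ENSMUSG00000021356, chromosome 13, 30749226 to 30766976, GRCm38). Scaled over all 9 libraries, Irf4 reached 2923 ± 810 normalized counts in T11 EV-RV (SD, n = 2) and 173789 ± 16231 in T11 IRF4-RV (SD, n = 2). The fold change between them was 5.91 on the log2 scale (SE 0.30, DESeq2 adjusted p 1.74e-83), which fits the labels of these 4 libraries. BM pro/preB cells had 13054 ± 50.4 (SD, n = 2) and primary leukemia 12663 ± 3521 (SD, n = 3), without a difference between them (log2 fold change −0.02, SE 0.30, adjusted p 0.978). Counts summed over the whole gene were thus present in every library of this genotype. They do not show which exons were transcribed, and with no wild-type library among the 9 they could not be used to check the genotype. CPM values scaled by TMM gave the same T11 difference (log2 5.92).

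The Pearson correlation of log2(CPM + 1) across genes was 0.997 between the T11 EV-RV libraries, 0.998 between the BM pro/preB libraries and 0.991 between the T11 IRF4-RV libraries. T11 IRF4-RV replicate 2 was closer to both EV-RV libraries (0.995 and 0.994) than to replicate 1, whereas over genes with at least 10 counts in every library it was closer to replicate 1 (0.992, against 0.978 and 0.974). The correlation was 0.978 to 0.980 among the leukemias. BM pro/preB and leukemia correlated at a mean of 0.963, T11 EV-RV and leukemia at 0.952, and T11 EV-RV and BM pro/preB at 0.949. The first principal component held 65.9% of the variance and placed the T11 libraries (29.9 to 32.8) apart from all the others (−28.1 to −23.9). The second held 20.3% and separated BM pro/preB (−25.7 and −25.4) from leukemia (11.9 to 19.6). The choice of genes moved these correlations most: over genes with at least 10 counts in every library the mean for BM pro/preB and leukemia was 0.883.

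What IRF4 changed in leukemic cells was asked by comparing T11 IRF4-RV with T11 EV-RV. DESeq2 called 1352 of 11640 genes, 738 higher and 614 lower with IRF4-RV. This count depended on the method. The fit over all 9 libraries called 301 genes, 275 of which were shared with the 1352, and edgeR called 2845, of which 1314 were shared. With TMM factors in DESeq2 the number was 1474, but 39.2% of these genes were higher, in place of 54.6%. Asking for a fold change above 2-fold left 275 genes, of which 67.3% were higher.

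Of the 13 genes the study discusses for this comparison or for T8, a line from another tumor, 12 were called, 7 higher and 5 lower. The count adjusted over the list alone was also 12, and since 10 of the genes had been picked on these libraries, it is not independent evidence. The surrogate light chain genes fell. Igll1 (chromosome 16, 16860671 to 16863985) went from 7738 ± 315 to 3634 ± 396 normalized counts (SD, n = 2 each), a log2 fold change of −1.09 (SE 0.10, adjusted p 3.64e-23). Vpreb1 dropped by 1.42 on the log2 scale (SE 0.13, adjusted p 2.18e-25), although it overlaps Top3b on the opposite strand. The log2 fold change of Vpreb2 was −1.23 (SE 0.19), and because it is a close copy of Vpreb1, reads could have been divided between them. Ccnd3 (log2 −1.65) and Ebf1 (log2 −1.32) were lower as well. Rises were seen for Arid3b (log2 2.78), Rag1 (log2 2.18), Pecam1 (log2 2.16) and Igkv5-43 (log2 1.79). Igkc rose by 1.16 and Blnk by 0.86 on the log2 scale, whereas Ighm did not change detectably (log2 −0.16, SE 0.11, adjusted p 0.511). In the fit over all 9 libraries Rag1 and Igkc kept their direction but lost their call.

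**Figure D1:**
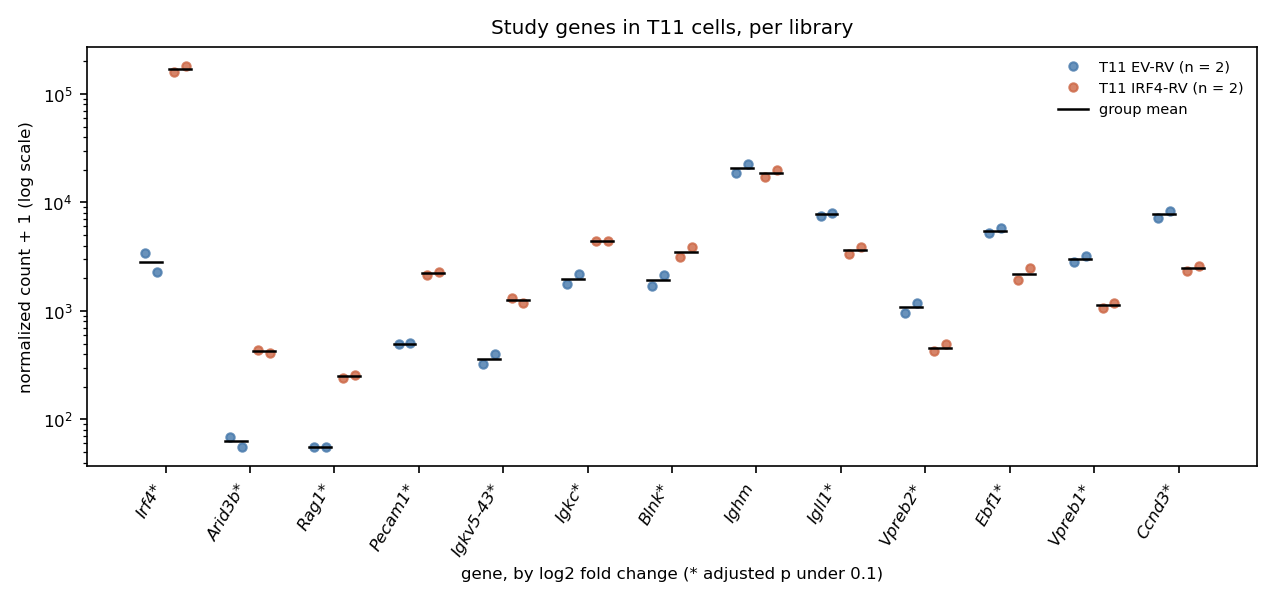
Normalized counts plus 1 on a log axis for the 13 study genes, with 1 point per T11 library and a line at each group mean; genes are ordered by log2 fold change. Irf4 stands at the left with a log2 fold change of 5.91, and Ccnd3 at the right with −1.65.

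The largest rises after Irf4 itself were Cacna1e (log2 4.26, SE 0.52), C1qtnf1 (3.77, SE 0.47), Ccdc141 (3.70, SE 0.48) and P2rx3 (3.69, SE 0.48). P2rx3 lies opposite Ssrp1, so its count is uncertain. Their EV-RV means were between 10.6 and 17.8 normalized counts. The largest falls were Gbp7 (log2 −2.89, SE 0.21), Nrcam (−2.45, SE 0.33), Drc7 (−2.36, SE 0.45), Btla (−2.28, SE 0.32) and Samd9l (−2.23, SE 0.25). Gbp7 went from 1051 ± 56.3 to 142 ± 16.1 normalized counts (SD, n = 2 each) and belongs to a family of similar genes.

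Among the lists, interferon response genes were lower with IRF4-RV (median log2 −0.24 over 31 genes, 6 of them higher, camera adjusted p 7.27e-06). Herc6 (log2 −1.77), Ifih1 (−1.60), Dhx58 (−1.55) and Xaf1 (−1.03) were the members with the smallest p beside Samd9l. PreB differentiation genes were higher (median log2 0.31, 17 of 26 genes, camera adjusted p 0.0159), with Sdc4 (log2 2.13), Fcrla (2.07), Bach2 (1.28) and Blnk rising and Spib falling (−0.90). The proliferation list passed narrowly with a small shift (median log2 −0.09, 14 of 40 genes higher, camera adjusted p 0.0781). Its members with the smallest p went both ways: Mki67 (0.34) and Kif11 (0.33) rose while E2f1 (−0.61), Ube2c (−0.44) and Mcm5 (−0.40) fell. Mki67, Kif11, E2f1, Ube2c, Mcm5 and Xaf1 kept their direction but lost their call in the DESeq2 fit over all 9 libraries (adjusted p 0.104 to 0.938). Apoptosis and STAT5 target genes gave no call (camera adjusted p 0.826 for each). The rotation test fry kept the interferon (adjusted p 0.0146) and preB differentiation (adjusted p 0.0901) calls and not the proliferation call. With the correlation estimated from these 4 libraries, none of the 3 calls remained. Leaving out the study's genes took the preB differentiation list to an adjusted p of 0.111.

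Light chain expression was followed as the share of all counts on Igk genes. It was 0.0231% ± 0.00342 in T11 EV-RV and 0.0560% ± 0.00373 in T11 IRF4-RV (SD, n = 2 each), so the difference exceeded the spread between replicates. The exact permutation p was 0.333, the smallest that 2 against 2 libraries allow. BM pro/preB cells had 0.0364% in both libraries. Leukemias 10 and 11 had 0.0323% (Wilson 95% interval 0.0313 to 0.0333) and 0.0373% (0.0363 to 0.0385), while leukemia 14 had 0.0925% (0.0908 to 0.0942). Leukemia and BM pro/preB were not distinguishable (exact permutation p 0.8, smallest possible 0.2).

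How leukemia differs from its non-leukemic counterpart was asked by comparing primary leukemia with BM pro/preB cells of the same genotype. The leukemias were lymph node tissue and the BM cells had been sorted, so tissue and sorting differed along with disease. Age may differ too, since the paper found no tumors in young mice. The calls cannot separate these differences from leukemia itself. DESeq2 called 4734 of 15180 genes, 2375 higher and 2359 lower in leukemia. The strictest alternative, a test against a 2-fold change, called 824 genes, of which 29.5% were higher.

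Of 24 genes discussed by the study, 15 were called, 4 higher and 11 lower in leukemia, and 16 were called when adjusted over the list alone. With edgeR the number was 9. Vpreb2 rose most (log2 3.94, SE 0.43, adjusted p 8.81e-18), from 142 ± 25.1 (SD, n = 2) to 2185 ± 862 normalized counts (SD, n = 3). Enpep (chromosome 3, 129269175 to 129332720) rose from 1848 ± 28.3 (SD, n = 2) to 15480 ± 2119 (SD, n = 3), a log2 fold change of 3.07 (SE 0.21, adjusted p 2.45e-46). Vpreb1 (log2 0.76, adjusted p 0.0189) and Igll1 (log2 0.75, adjusted p 0.00514) were also higher. Blnk (log2 −1.63, adjusted p 1.17e-10), Cxcr4 (−1.43, adjusted p 3.01e-17), Ikzf1 (−1.02, adjusted p 4.51e-04), Spi1 (−0.79, adjusted p 0.00147) and Jak2 (−0.59, adjusted p 0.0298) were lower. Spn (−1.24), Cd24a (−0.82), Mki67 (−0.82), Il2rg (−0.59), Ighm (−0.58) and Irf8 (−0.40) passed with adjusted p between 0.0564 and 0.0927, and edgeR called none of these 6. Jak3 (log2 0.19, SE 0.27, adjusted p 0.684), Jak1 (−0.08), Il7r (−0.33), Crlf2 (−0.22), Pax5 (0.16) and Cd2 (0.38) did not differ by more than the replicate error. Itgb1 missed the threshold (log2 0.60, adjusted p 0.112), but was called with TMM factors (adjusted p 0.0853), with a minimum of 10 counts in 2 libraries (0.0723) and in the fit over all 9 libraries (0.0354). Without leukemia 14, Itgb1 (log2 0.79), Il7r (log2 −0.48) and Crlf2 (log2 −0.47) were called, and Il2rg lost its call (adjusted p 0.160). Irf8, Il2rg and Cd24a lost theirs without leukemia 10, and Cd24a and Spn without leukemia 11. The number of study genes called was 12 without leukemia 10, 13 without leukemia 11 and 17 without leukemia 14.

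**Figure D2:**
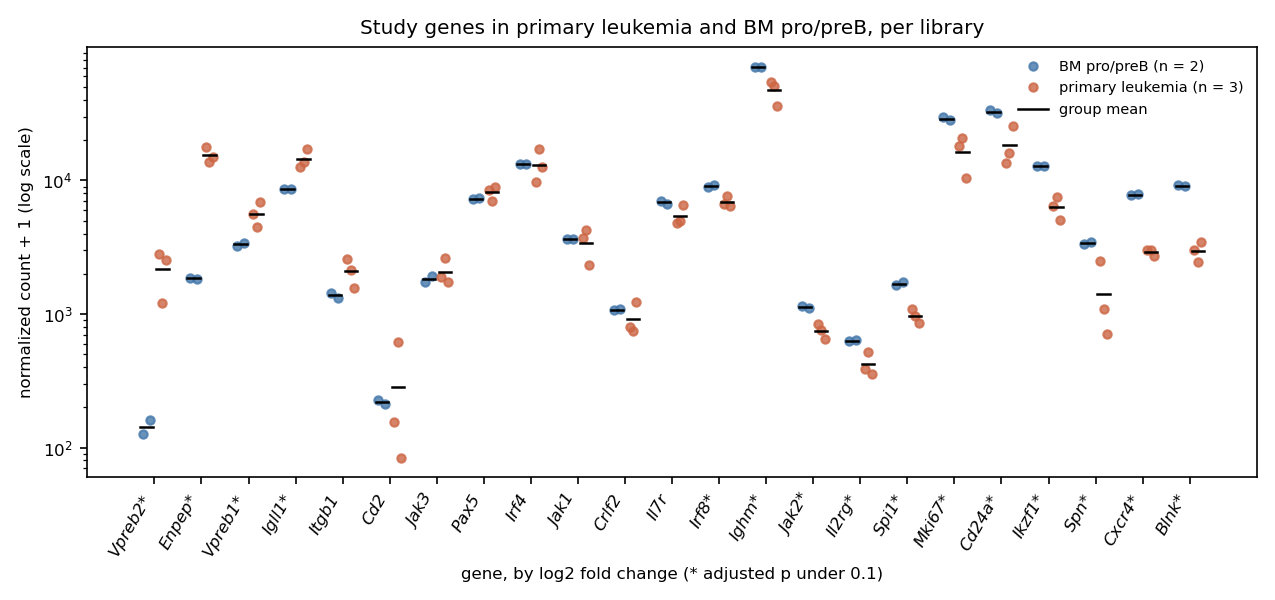
Normalized counts plus 1 on a log axis for 23 of the 24 study genes, with 1 point per library and a line at each group mean; genes are ordered by log2 fold change. Vpreb2 stands first with a log2 fold change of 3.94, and Blnk last with −1.63.

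The largest rises in leukemia were Sema5b (log2 8.48, SE 1.56), Wfdc13 (8.27, SE 2.17), Kirrel (8.17, SE 1.60), Radil (8.14, SE 0.83) and Fermt2, which was at the floor of 3 counts in both BM pro/preB libraries and had 607, 501 and 1854 normalized counts in leukemias 10, 11 and 14. Their levels differed widely between the animals. Sema5b had 3575, 77.2 and 2339 normalized counts in leukemias 10, 11 and 14, and Kirrel had 109, 4120 and 663. The largest falls included genes at the floor of 3 counts in all leukemias: Arpp21 was at least 126.7-fold, Stag3 at least 95.4-fold and Ptprf at least 85.3-fold lower. Prss34 (log2 −9.35, SE 0.51) and Mcpt8 (−9.15, SE 1.83) fell from 2876 ± 15.9 and 801 ± 9.98 normalized counts in BM pro/preB (SD, n = 2). Both are on a list of basophil markers, which was written after the data had been examined and is no independent evidence.

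PreB differentiation genes were lower in leukemia (median log2 −1.17, 2 of 29 genes higher, camera adjusted p 3.84e-06), and the call held under fry (adjusted p 0.0146) but not with an estimated correlation (adjusted p 0.504). Fcrla (log2 −2.63), H2-Ab1 (−2.15), Spib (−2.10) and Cxcr4 were among the members with the smallest p. Spib is also on a list of plasmacytoid dendritic cell markers, as is the study gene Irf8. That list was written after the data had been examined. The paper placed the tumors it typed at a single preB stage, whereas the BM sort covered several pro/preB stages. The lower list could therefore reflect the mix of cells in the sort and does not by itself show a change within cells. The lists of interferon response (adjusted p 0.665), apoptosis (0.802), proliferation (0.380) and STAT5 target genes (0.826) gave no camera call. The proliferation list passed without leukemia 10 (adjusted p 0.0881). For STAT5 targets the median hid a split: 5 genes were called higher and 5 lower.

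Clonality was read from the share of Ighv counts on the most abundant Ighv gene. It was 6.16% (Wilson 95% interval 5.61 to 6.76) and 5.65% (5.08 to 6.29) in the BM pro/preB libraries, with Ighv9-3 first in both. In leukemia 11, Ighv2-2 held 99.5% (99.2 to 99.7) of 3279 counts. In leukemia 14, Ighv1-81 held 76.8% (75.0 to 78.5) of 2287 counts and Ighv7-1 another 21.4%. Leukemia 10 had only 25 Ighv counts, 10 of them on Ighv1-7 (40%, 23.4 to 59.3) and 2 on Ighv5-2, too few to speak of a dominant gene. The group means were 72.1% ± 30.05 in leukemia (SD, n = 3) and 5.91% ± 0.360 in BM pro/preB (SD, n = 2), with an exact permutation p of 0.2, the smallest this design allows. All T11 libraries had Ighv1-7 first, at 89.5% to 92.7%, and Ighv5-2 second, at 7.002% to 8.56%. Ighv1-7 held 0.122% (0.0474 to 0.313) in leukemia 11.

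**Figure D3:**
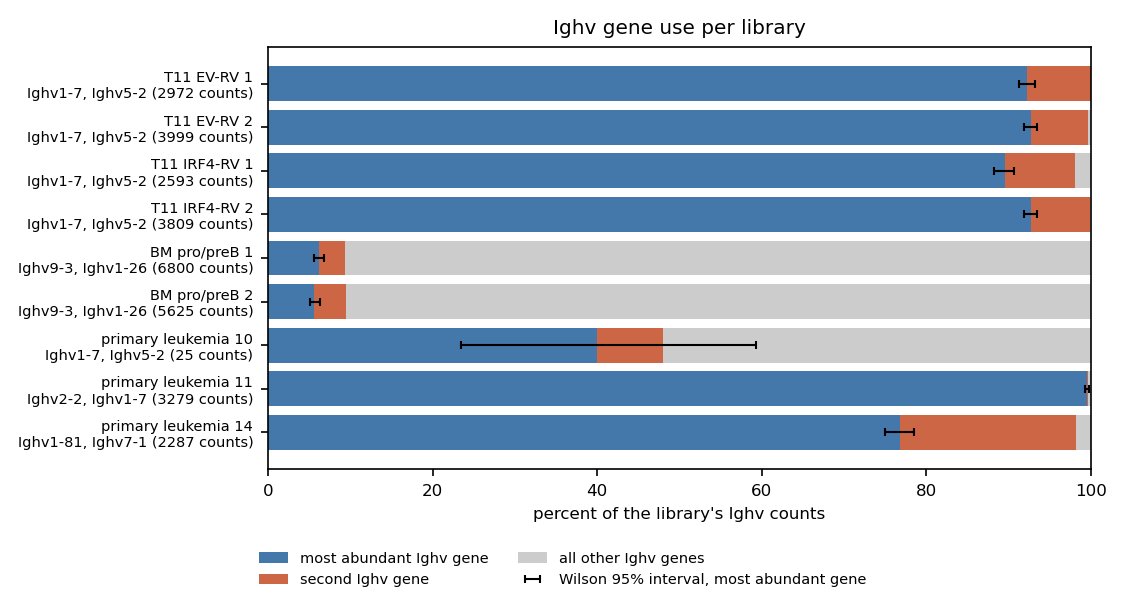
Percent of each library's Ighv counts on its most abundant Ighv gene, on the second and on all others; bars show the Wilson 95% interval of the first, and the labels give the genes and the Ighv counts. The T11 libraries share Ighv1-7 at 89.5% to 92.7%, leukemia 11 shows Ighv2-2 at 99.5%, and the BM pro/preB libraries stay at 6.16% and 5.65%.

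Whether IRF4 moved genes of T11 cells back toward BM pro/preB was examined across genes, which are not independent replicates. Log2 fold changes of the IRF4-RV comparison and of the leukemia comparison correlated weakly and negatively over 11330 genes (Pearson −0.10, Spearman −0.17). Of these 11330 genes, 58.9% moved in opposite directions. Of 552 genes called in both, 71.7% did (Pearson −0.23). As whole profiles, however, the T11 IRF4-RV libraries correlated less with BM pro/preB (0.9453 to 0.9472) than the EV-RV libraries did (0.9485 to 0.9492). The same held over genes with at least 10 counts in every library (0.827 to 0.830 against 0.835 to 0.839). With each leukemia, too, the IRF4-RV libraries correlated less than both EV-RV libraries. Across leukemias the ranges were 0.9431 to 0.9506 against 0.9503 to 0.9534, and 0.803 to 0.844 against 0.828 to 0.857 over the genes with at least 10 counts. The lower correlation was thus not specific to BM pro/preB. With each leukemia it was lowered more than with BM pro/preB, in both gene sets. Over the genes with at least 10 counts, replicates 1 of EV-RV and IRF4-RV had 0.839 and 0.828 with BM pro/preB replicate 1. The values were 0.852 and 0.829 with leukemia 10, 0.857 and 0.844 with leukemia 11, and 0.828 and 0.805 with leukemia 14. Relative to the leukemias, IRF4-RV profiles thus moved toward BM pro/preB. Leukemia 11 still correlated more with them than BM pro/preB did. Over genes with a mean count of at least 100, Pearson's r of the log2 fold changes was −0.17. Leaving out one library at a time gave Pearson's r between −0.14 (without leukemia 11) and −0.060 (without T11 IRF4-RV replicate 1), and Spearman's rho between −0.22 (without leukemia 11) and −0.13 (without T11 EV-RV replicate 2).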

Values the study reported

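The study observed a cohort of 80 Irf4−/− mice, of which 14 developed leukemia. Differential expression was called at a false discovery rate of 0.1. Transcriptomes of transduced cells were compared 24 h after transduction.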

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

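All tests in this part were chosen after the result had been seen.

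T11 IRF4-RV replicate 1 stood out by counts on genes that hardly any other library expressed. On 19959 genes with at most 2 counts in the other 8 libraries together it had 21392 counts. Measured the same way, the T11 EV-RV libraries had 718 and 663 counts, T11 IRF4-RV replicate 2 had 615, and BM pro/preB replicate 2 had 1590, the highest of the rest. Deeper sequencing is argued against, since the library held 73.3% of the median total. IRF4 as the inducer would raise replicate 2 too, yet of 903 long genes (at least 5 kb of exon) that were near silent in the 7 libraries without IRF4-RV, only 6.42% had counts in replicate 2, against 3.54% and 6.53% with EV-RV. The total on such genes of any length, which was tried first, was 1225 in replicate 2 and 578 and 708 with EV-RV. It decides nothing, because the choice of genes limits the counts of the EV-RV libraries and not those of replicate 2. RNA of another cell type would sit on a few abundant transcripts, but the top 1% of these genes held 14.2% of the counts in replicate 1. A candidate explanation that stays open is genomic DNA carried into the library: 78.96% of the long near-silent genes had counts, and counts rose with exon length (Spearman 0.47 across genes, which are not independent). Repeat-derived genes went along: scaled over all 9 libraries, Gm10800 had 23687 normalized counts in replicate 1 and 59.8 in replicate 2, and Gm10801 had 7680 and 20.9. BM pro/preB replicate 2 showed the same features at a lower level, with counts on 19.3% of the long near-silent genes (2.55% to 6.53% in the other 7 libraries), a Spearman correlation with exon length of 0.17, and Gm10800 at 515 against 30.5 in BM pro/preB replicate 1, although T11 EV-RV replicate 2 had 312. At 0.764 counts per kb of exon, this background would amount to 0.935% of T11 IRF4-RV replicate 1, and at 0.0609 to 0.0543% of BM pro/preB replicate 2.

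Replicate 1 exceeded replicate 2 more than 2-fold for 12 of the 738 genes called higher with IRF4-RV, among them Ttn (186 against 24.3 normalized counts) and Neb (79.4 against 13.6), which were named after their values were seen. Subtracting the estimated background from every library, an alternative chosen after seeing the data, called 1568 genes, of which 1338 were among the 1352.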

How the results depend on the processing

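For T11, the number of genes called moved with the method: 2845 with edgeR, 2115 with a minimum of 10 counts in 2 libraries, 301 with all 9 libraries in one model, 275 with a log2 fold change over 1 and 43 when tested against that change. A stricter threshold explains the last pair by construction. For the others the cause was not tested. TMM factors moved the median log2 fold change by −0.06 and the share of higher genes from 54.6% to 39.2%, at a similar count (1474). Other settings raised this share: 68.1% with all 9 libraries in one model, 67.3% with a log2 fold change over 1 and 83.7% when tested against that change. For leukemia, only the fold change thresholds moved the count by over 1.5 times, to 2867 and 824, with 41.5% and 29.5% higher in place of 50.2%. It ranged from 4147 to 5345 across the 3 fits that each left out one leukemia. Of the 24 study genes, edgeR and an adjusted p under 0.05 each called 9 in place of 15. A log2 fold change over 1 left 6, and the test against that change 2. In T11, that test called 5 of the 13 study genes, and the other alternatives that allowed calls 10 to 12; removing immunoglobulin genes took out Ighm, Igkc and Igkv5-43. For the study genes, the fold change thresholds, the count filter, removal of immunoglobulin genes, edgeR with a block and background subtraction were added after the data had been seen.

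The replicate numbers of the T11 groups did not pair the libraries: deviations of same-numbered libraries correlated at −0.04 (Pearson) and 0.06 (Spearman) over 9327 genes. With the replicate number as a block, DESeq2 called 817 genes and edgeR 3232. The block changed no call of the study genes or of the gene lists, and among the named genes it changed the call of E2f1.

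With the correlation estimated, adjusted p rose to 0.316 for the interferon list, 0.863 for the proliferation and preB differentiation lists in T11, and 0.504 for the preB differentiation list in leukemia. The proliferation list had 0.378 under fry, and the preB differentiation list 0.111 without the study's genes in T11. In leukemia, lists without a call changed direction: STAT5 targets under fry (0.177) and interferon genes without leukemia 11 (0.181). Across the 3 fits that each left out one leukemia, adjusted p ranged from 0.125 to 0.380 for the interferon list and from 0.0881 to 0.955 for the proliferation list. The cause was not tested. Over all alternatives, adjusted p ranged from 4.79e-06 to 0.316 for the interferon list, from 0.00885 to 0.863 for the preB differentiation list and from 0.0593 to 0.863 for the proliferation list in T11, and from 7.44e-07 to 0.504 for the preB differentiation list in leukemia. Leaving out a library of T11 or of BM pro/preB left an arm with 1 library, so no calls were made there.

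The Igk difference in T11 was 0.0329 percentage points, 0.0211 for Igkc alone and 0.0101 for Igkv alone, because fewer genes were summed. The correlation between the comparisons was −0.17 at a mean count of at least 100 and −0.23 over genes called in both. It stayed negative and ranged from −0.14 to −0.060 across the 9 fits that each left out one library, with the fit without leukemia 11 at the low end and that without T11 IRF4-RV replicate 1 at the high end. All of these fits but that without leukemia 11 were added after the data had been seen. Mean correlations between libraries went down with log2(CPM + 0.1), to 0.948 for T11 EV-RV with leukemia, 0.958 for BM pro/preB with leukemia and 0.943 for T11 EV-RV with BM pro/preB. Over genes with at least 10 counts in every library they were 0.846, 0.883 and 0.837. The order of the 3 stayed the same.

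The named genes gave 73 entries, with a gene named in both comparisons entered once for each. Of their 616 tested values, 23 were weaker and 6 stronger. The 6 that changed sign all belonged to genes without a call in leukemia. Irf4 had a log2 fold change of 0.016 with TMM factors. Across the 3 fits that each left out one leukemia, Irf4 ranged from −0.25 (without leukemia 11) to 0.16 (without leukemia 10), Cd2 from −0.87 (without 11) to 0.83, Jak3 from −0.0075 (without 11) to 0.32 and Jak1 from −0.27 to 0.15 (without 14). With 2 libraries in most groups, small differences such as that of Ighm in T11 could not be resolved.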

Other observations

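All tests in this part were chosen after the result had been seen.

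The T11 libraries and the library labelled leukemia 11 differed in sex-linked genes as well as in their Ighv gene. Xist had 39892 to 69077 normalized counts in the 4 T11 libraries and 217 in leukemia 11, a ratio of at least 183. Ddx3y had at most 10.2 in T11 and 1237 in leukemia 11, and Eif2s3y at most 12.4 and 1361. BM pro/preB and leukemias 10 and 14 had little Xist (146 to 273) and Ddx3y at 847 to 1492. Loss of the Y chromosome in culture, or growth of a minor clone of the same animal, would leave Xist low and is argued against by that ratio of 183. What stays open is that T11 cells and the library labelled leukemia 11 may come from different animals, through a label or a culture exchanged at some step. The dominant Ighv1-7 of T11 held 0.122% of the Ighv counts of leukemia 11, which adds no support, since this difference is part of what was noticed and another clone of the same animal would show it too. The values do not tell which label would be wrong. Leukemia 10 had the Ighv genes of T11 first and second, but on 10 and 2 of 25 counts, with Ighv1-7 at 4 counts in leukemia 11 and 7 in leukemia 14, and T11 matched neither leukemia 10 nor 14 in sex genes. The IRF4-RV comparison lies within the T11 libraries and does not depend on this. No other biological explanation was tested.

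Genes of chromosomes 3 and 5 were shifted upward in T11 cells. Against the BM pro/preB mean, the median log2 ratio was 0.50 to 0.54 on chromosome 3 and 0.47 to 0.50 on chromosome 5 in the 4 T11 libraries, and −0.01 to 0.03 and −0.03 to 0.04 in the leukemias. The ratios of each library were centered on their median over all genes used, which removes a common scaling shift beforehand. Averaged over the T11 libraries the other autosomes reached 0.12 at most, and in single T11 libraries 0.14. Because of the centering, these values are no test of scaling. Chromosome 13 was lowest, at −0.36 to −0.32. Extra copies of both chromosomes are a candidate explanation, because when the genes of each chromosome were divided into 4 equal segments by position, each segment of both had a median of at least 0.35. Of 72 segments elsewhere, 4 exceeded 0.25 and 14 lay under −0.25, so part of the variation may be regional. The strongest shifts of all were on chromosome 13, with −1.01 and −1.02 in its first 2 segments against 0.14 in each of the last 2. The near-silent genes of T11 IRF4-RV replicate 1 gave a second reading: their counts per kb of exon were 1.22 on chromosome 3, 1.38 on chromosome 5 and 0.567 on chromosome 13. Over 19 autosomes they followed the expression medians of the other T11 libraries (Pearson 0.71, permutation p 8e-05, adjusted 3.2e-04 over 4 relations, Spearman 0.66, permutation p 0.00266, adjusted 0.0106). Without chromosomes 3 and 5, the farthest from the median, the values were 0.66 and 0.53. Medians of leukemias 10, 11 and 14 showed no such relation (Pearson 0.22, 0.19 and 0.03, permutation p 0.357, 0.424 and 0.910, adjusted 0.565, 0.565 and 0.910). This would be consistent with DNA of T11 cells as the source of those counts. Chromosome Y had 0 counts on 1226 kb of near-silent exon, although its repeated genes may lose reads to multiple matches.

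Marker genes of other cell types moved in both directions between leukemia and BM pro/preB. Lists for T cells, neutrophils, macrophages, erythroid cells, stroma and plasma cells had been fixed before the data were examined, and those for plasmacytoid dendritic cells and basophils were written after. Medians were placed among 10000 random lists matched on size and expression. A smaller share of B lineage cells in one group alone would move all lists alike, which is argued against by 4 lists below the 5th percentile, while the macrophage list lay above the 95th. Plasmacytoid dendritic-like cells in the BM pro/preB sort may account for one part: 6 of 20 markers were also expressed in T11 cells, and the other 14 were all lower in leukemia, with a median of −5.04. Siglech had 1374 and 1318 normalized counts in BM pro/preB and at most 11.8 in leukemia, and Ccr9 had 609 and 644 against at most 2.9. Basophil-like cells could account for another part, with a median of −5.09 when genes at the floor were set to it. Prss34 had 2864 and 2887 normalized counts in BM pro/preB and at most 7.5 in leukemia. The neutrophil list had a median of −3.28, with Mpo at 389 and 473 in BM pro/preB, while S100a8 was not called. The T cell list had a median of −1.49 and the plasma cell list −0.02. In leukemia, macrophage-like cells may be more frequent, with a median of 1.85 and C1qa at 105 to 581 normalized counts against 25.9 and 32.6, while Lyz2 was not called. The erythroid and stroma lists also lay above the 95th percentile, with medians of 1.998 and 2.63 over 12 genes each, but were split: 7 and 6 of these genes were called higher and 4 and 4 lower, and over all 19 and 20 genes with counts, 8 and 10 were higher. Their medians therefore decide nothing. A change of gene use within leukemic cells stays open for any of these lists and was not tested.

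The BM pro/preB libraries lay closer together than other replicates, with a chi-square per degree of freedom of 2.66. Whether they are libraries of separate animals or of one RNA preparation cannot be told apart, since the labels do not name the animals. If one preparation was split, the error of each leukemia comparison would be understated.

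Leukemia 10 had 2.9 normalized counts for Eif2s3y and 11.6 for Uty, next to 847 for Ddx3y and 448 for Kdm5d, and leukemia 11 had 16.5 for Uty. The median of chromosome X was −0.21 in leukemia 10 and −0.20 in leukemia 14, and 0.03 in leukemia 11.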
